A study of Mus musculus with 11 samples.

How the data were processed

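RNA was measured in NIH/3T3 cells, an established line of mouse embryonic fibroblasts, after 24 h without serum. The 11 libraries fell into 4 groups by the genotype in the labels: WT with 2 libraries, and Xap5 KO, Nono KO and Sox5 KO with 3 libraries each. Per the labels' protocols, total RNA was extracted with TRIzol and libraries were made with NEBNext Ultra II chemistry. Each KO label was taken as 1 cell line grown in replicate, since the labels name no separate clones. The gene that the labels call Xap5 has the mouse symbol Fam50a, an equivalence taken from general knowledge of mouse gene names.

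The values were gene counts that the authors deposited as a single table with gene IDs and symbols, per the file headers. The deposited values were whole numbers, and they were taken as estimated counts that the authors had rounded, because the value 2 occurred 3302 times and the value 1 only 857 times, and 10 genes stood at exactly 1 in all 11 libraries. Rounding to whole numbers therefore changed nothing in the fits. Even values were in excess, as the value 4 also occurred 2121 times against 1767 for the value 3, which separate counting of the mates of a read pair would give as well. The headers did not settle this. If mates were counted separately, the depths and the floor of 3 counts given here refer to mates and stand for fewer independent fragments. Neither the labels nor the headers named the aligner, the counting program, the genome build, the annotation or the handling of strand. The table held 21684 genes, of which 5060 were at 0 in every library, and all of its columns were used.

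Because the build was not stated, no coordinates are printed. Gene IDs were matched to the GENCODE M21 annotation of GRCm38, which served for the chromosome of each gene, its order along the chromosome, the length of its longest transcript, its GC content and its overlap with other genes. Of the 21684 IDs, 21540 matched and 144 did not, and 13293 of the 13332 tested genes (99.7%) had a value. Among the 48 genes chosen by the rule for naming, 9 had exons overlapping another gene, 2 of them on the same strand and 7 on the opposite strand. These 9 were Sox5, Cspp1, Ninl, Ccdc39, Ube2c, Kif20a, Plk1, Tagln and Sfpq, and their counts are uncertain to the extent that the counting could have mixed the overlapping genes. Counts of close paralogs, such as the Y-linked genes and their X-linked homologues, are uncertain in the same way.

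All comparisons came from a single fit of the 11 libraries with edgeR 4.0.16 in R 4.3.3, with 1 mean per group and no replicate block. Libraries were scaled with TMM factors. Genes were kept by edgeR's filter on expression with a minimum count of 10 and a minimum total of 15, which left 13332 genes. Dispersions were estimated with the robust option of the quasi-likelihood fit, and each contrast was tested with edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. Log2 fold changes are given with an approximate standard error (SE). It was the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic, not an error reported by the fit. CPM is the usual depth-scaled count, computed on the TMM-scaled library size. A gene with at most 3 counts in every library of a group was treated as at the floor there, and its fold is given as a lower bound computed against 3 counts. Intervals and floors of this kind cover counting error only, since reads amplified by PCR are not independent molecules.

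The depth per library ran from 30205878 to 43498383 counts. The median count of a tested gene was 1002, and 80.6% of tested genes had a median of at least 100. The common biological coefficient of variation was 10.6%, so the spread between replicates, not the depth, set the precision for most genes.

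Each knockout was compared with WT and with each other knockout. Genes common to the knockouts were those called against WT in all 3 with the same sign. Genes specific to a knockout were those called against WT and also called with the same sign against each of the other 2 knockouts. Fold changes of different knockouts were compared by Pearson's and Spearman's correlations across genes, with no p-value because genes are not independent replicates. The 3 contrasts share the WT libraries, so unchanged groups were simulated against those libraries in 50 draws, and the correlations, covariances and common calls of the simulated groups are given beside the observed ones. Distances between libraries were Euclidean distances of log2 CPM with a prior count of 2, and an exact permutation test over the 92400 arrangements of the libraries into groups of the same sizes compared distances within and between groups.

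The gene lists were written from general knowledge of cilium and cell biology: intraflagellar transport, BBSome and transition zone, basal body and centriolar appendages, their union named primary cilium, Hedgehog signalling, motile cilium axoneme, ciliary transcription factors, S and G2/M phases of the cell cycle, paraspeckle, and primary fibroblast identity. These 10 lists were tested in the 3 contrasts with WT by camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 30 tests. Camera with an estimated correlation and fry were the alternatives. Lists in the contrasts between knockouts were adjusted as a separate family. Each list value is the median log2 fold change of its tested members minus the median of all tested genes.

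The genes named were the 3 targeted genes, then for each knockout the 3 largest rises and the 3 largest falls among called genes with at least 5 CPM in the higher group, a named symbol, and every knockout library on the same side of both WT libraries. To these were added the 5 rises and 5 falls common to the 3 knockouts whose smallest change was largest, at most 4 members of each list that were called the same way in all 3 knockouts, and relatives of the targeted genes. This rule, the groups, the tests, the gene lists and most of the alternatives were fixed before the data were examined.

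The fits were checked on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed. At a change of 0.5 on the log2 scale the test recovered 50% of them with 3 false calls, at 1 it recovered 77.5% with 11 false calls, and at 2 it recovered 84% with 11 false calls, over 13034, 13023 and 13045 genes. Camera gave the simulated raised list a p-value of 9.34e-108, and 2 of 100 random lists fell under 0.05. The simulated genes were drawn independently, so this check does not cover lists whose genes are correlated.

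The alternatives were scaling by DESeq2 size factors, by upper quartile or by library totals only, other filters on low counts, DESeq2 1.42.0 in place of edgeR, fits of only the groups compared, counts thinned to the smallest library, a replicate block, stricter thresholds, other correlations and list tests, and leaving out each library in turn. Leaving out a WT library left 1 WT library, so those fits gave fold changes and no calls. Further alternatives were chosen after seeing the data: an offset for transcript length and GC content, an offset for the median of each chromosome, leaving out genes of chromosome Y and of the mitochondrial genome, and each knockout as the reference in place of WT. The trends were fitted per library with lowess at a span of 0.3. Ciliation, protein and DNA were not analysed here.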

Results

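Gene expression was measured in 11 RNA-seq libraries of serum-starved NIH/3T3 fibroblasts, a condition in which these cells form a primary cilium. WT cells had 2 replicates, and the Xap5, Nono and Sox5 knockout lines had 3 replicates each. The WT libraries held 37795093 and 41468521 counts. The Xap5 KO libraries held 38671733, 39905996 and 37153144 counts. The Nono KO libraries held 42430730, 43498383 and 38050571 counts, and the Sox5 KO libraries held 32788225, 30205878 and 31778389 counts. Mitochondrial genes took 6.24% ± 0.0566 of the counts in WT (SD, n = 2), 8.93% ± 1.24 in Xap5 KO, 7.50% ± 0.445 in Nono KO and 6.61% ± 0.475 in Sox5 KO (SD, n = 3 each). The labels gave no sequencing batch or date.

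Libraries of the same group lay closer together than libraries of different groups. The mean distance on log2 CPM was 65.7 within groups and 131.9 between groups, a ratio of 2.01. In a one-sided exact permutation test, 6 of 92400 arrangements gave a mean within-group distance as small (p = 6.49e-05), which is the smallest p the group sizes allow because the 3 groups of equal size can be exchanged. The ratio moved most when only the most variable genes were used, to 2.79. Principal components 1, 2 and 3 held 36.9%, 22.04% and 20.9% of the variance. WT was not set apart from the knockouts as a group. Its mean distances were 127.9 to Xap5 KO, 126.9 to Nono KO and 142.0 to Sox5 KO. Distances between knockouts were 122.03 for Xap5 KO and Nono KO, 130.0 for Xap5 KO and Sox5 KO, and 142.8 for Nono KO and Sox5 KO.

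The targeted genes were examined first, as a check of the labels. Fam50a, the gene called Xap5 in the labels (ENSMUSG00000001962, chromosome X), stood at 64.8 and 62.9 CPM in the WT libraries. It stood at 7.49, 7.91 and 7.86 CPM in Xap5 KO, at 47.2, 49.3 and 46.3 CPM in Nono KO, and at 106.8, 120.7 and 99.6 CPM in Sox5 KO. Nono (ENSMUSG00000031311, chromosome X) stood at 357.4 and 350.8 CPM in WT, at 448.3, 446.7 and 414.6 CPM in Xap5 KO, at 33.95, 34 and 27.6 CPM in Nono KO, and at 409.1, 461.6 and 443.9 CPM in Sox5 KO. Sox5 (ENSMUSG00000041540, chromosome 6) stood at 49.7 and 45.9 CPM in WT, at 14.2, 15.02 and 11.9 CPM in Xap5 KO, at 7.01, 7.57 and 8.76 CPM in Nono KO, and at 12.6, 13.9 and 13.9 CPM in Sox5 KO. Residual reads of a targeted gene do not show that protein is made, since a frameshift can leave the RNA in place.

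**Figure D1:**
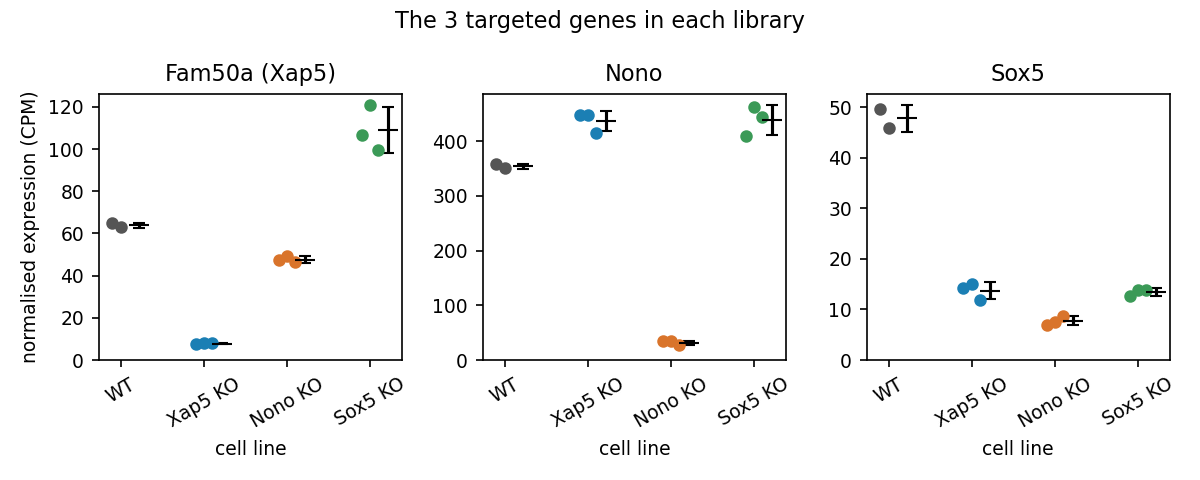
Normalised expression (CPM) of Fam50a, Nono and Sox5 in each of the 11 libraries (points), with the group mean and SD beside them (WT n = 2, knockouts n = 3). Fam50a is lowest in Xap5 KO at 7.75 CPM, Nono is lowest in Nono KO at 31.8 CPM, and Sox5 is below its WT mean of 47.8 CPM in all 3 knockouts.

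In its own knockout, Fam50a had a log2 fold change of -3.04 (SE 0.0874, adjusted p = 7.67e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and kept 12.1% ± 0.36 of its WT level (SD, n = 3). Nono in its own knockout had a log2 fold change of -3.47 (SE 0.0791, adjusted p = 2.44e-18, the same edgeR test with Benjamini-Hochberg adjustment) and kept 8.99% ± 1.05. Sox5 in its own knockout had a log2 fold change of -1.83 (SE 0.123, adjusted p = 4.65e-11, the same edgeR test with Benjamini-Hochberg adjustment) and kept 28.1% ± 1.59. Fam50a and Nono were thus each lowest in the libraries labelled with their knockout. Sox5 RNA did not single out the Sox5 KO line, because it was as low in Xap5 KO and lower in Nono KO. Under an offset for transcript length and GC content, it was lower in Xap5 KO than in Sox5 KO by a called difference of -0.39 (adjusted p = 0.00544, the same edgeR test with Benjamini-Hochberg adjustment). The Sox5 KO libraries were the only knockout libraries with neither Fam50a nor Nono below the WT libraries.

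The series title names the genes in the order Xap5, Nono and Sox5, and the levels of each in the other lines address whether loss of an earlier gene lowers the RNA of a later one. Sox5 had a log2 fold change of -1.80 in Xap5 KO (SE 0.122, adjusted p = 1.29e-10) and of -2.62 in Nono KO (SE 0.126, adjusted p = 3.24e-13) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It kept 28.7% ± 3.39 of its WT level in Xap5 KO and 16.3% ± 1.86 in Nono KO (SD, n = 3 each). Sox5 exons overlap those of an antisense gene, so its level is uncertain if the counting did not use strand. Nono was not lower in Xap5 KO but higher, with a log2 fold change of 0.30 (SE 0.0753, adjusted p = 0.00246, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nono was likewise higher in Sox5 KO by 0.31 (SE 0.0754, adjusted p = 0.00137, the same edgeR test with Benjamini-Hochberg adjustment). Fam50a was lower in Nono KO, with a log2 fold change of -0.42 (SE 0.0812, adjusted p = 0.000185), and higher in Sox5 KO, with 0.77 (SE 0.0829, adjusted p = 6.09e-08), in the same edgeR test with Benjamini-Hochberg adjustment. All 9 tests stayed under 0.05 when adjusted over these 9 alone, the largest value being 0.000666 in edgeR's test with Benjamini-Hochberg adjustment. The alternative that moved these values most was the offset for transcript length and GC content, under which Sox5 in Sox5 KO was at -1.36 and still called, and Nono in Sox5 KO was at 0.13 and not called. Under an offset for the median of each chromosome, Nono in Xap5 KO was at -0.06 and Fam50a in Nono KO at -0.04, neither of them called. Sox5 kept its direction and its call in all 3 knockouts under every alternative that gave calls.

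Relatives of the targeted genes were counted to look for changes in close paralogs. Pspc1 was higher in Nono KO by 1.30 on the log2 scale (SE 0.121, adjusted p = 1.31e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its changes of -0.17 in Xap5 KO and -0.08 in Sox5 KO were not called. Without replicate 1 of Xap5 KO, the value for Pspc1 in Xap5 KO was -0.32 and was called. Sfpq had a log2 fold change of -0.22 in Xap5 KO and -0.56 in Sox5 KO, both called, and 0.10 in Nono KO, which was not called. Fam50b had no counts in any library, Sox13 was below the expression filter, and Sox6 was at most 3 counts in every WT, Nono KO and Sox5 KO library. In Xap5 KO, Sox6 had 12, 28 and 21 counts, at least 6.86-fold higher than in WT (adjusted p = 0.0317, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at least 6.16-fold higher than in Nono KO and at least 5.02-fold higher than in Sox5 KO, all called. The fitted log2 fold change of Sox6 in Xap5 KO against WT was 4.23. Across the 11 fits that each left out 1 library it ran from 3.27 to 7.26. Without replicate 2 of Xap5 KO it was 3.96 and not called. It was also not called without the expression filter.

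The study asked which genes each knockout changes relative to WT. In Xap5 KO, 3088 genes were higher and 2976 lower, 45.5% of the 13332 tested. In Nono KO, 3134 were higher and 3342 lower, 48.6% of those tested. In Sox5 KO, 4079 were higher and 4042 lower, 60.9% of those tested. Many of these changes were small, and 1370, 1491 and 2289 genes were also at least 2-fold changed in Xap5 KO, Nono KO and Sox5 KO. Requiring a log2 fold change of at least 1 moved the counts most, to 756 higher and 614 lower in Xap5 KO. Scaling by library totals alone shifted the median of all genes by -0.18 in Nono KO and by -0.12 in Sox5 KO, and gave 2157 higher and 4989 lower genes in Nono KO.

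Each direct comparison of a pair of knockouts gave more called genes than either member of the pair against WT, with 3 against 3 libraries in place of 3 against 2. This order depended on the threshold and the fit. The contrast of Xap5 KO with Nono KO had 7071 called genes, that of Xap5 KO with Sox5 KO had 8209, and that of Nono KO with Sox5 KO had 8461. With a change of at least 2-fold the counts were 1474, 1995 and 2269, below the 1491 of Nono KO against WT for the pair of Xap5 KO and Nono KO and below the 2289 of Sox5 KO against WT for the other pairs. Under the chromosome offset, Xap5 KO and Sox5 KO differed in 7700 genes, against 7720 for Sox5 KO and WT.

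The study also asked which genes change in common. There were 1111 genes higher and 1015 lower in all 3 knockouts, 2126 in all, of 2974 called in all 3 in any direction. The product of the margins was 448 genes. Unchanged groups simulated against the same WT libraries gave at most 1 common gene over 50 draws. Those groups held no changed gene, so this is not the overlap expected of contrasts with many called genes. With a minimum change of 2-fold in each knockout, 254 genes were higher and 130 lower in all 3. Taking each knockout line in turn as the reference in place of WT, 1776 genes differed the same way from all 3 other lines for Xap5 KO, 2413 for Nono KO and 4429 for Sox5 KO. The count with WT as the reference thus lay between those for Xap5 KO and Nono KO.

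Of the genes called in both Xap5 KO and Nono KO, 81.2% changed in the same direction, against 79.0% for Xap5 KO and Sox5 KO and 75.0% for Nono KO and Sox5 KO. Pearson's correlations of log2 fold changes across all tested genes were 0.56, 0.56 and 0.44 for these pairs, and Spearman's were 0.45, 0.45 and 0.39. Genes are not independent replicates, so no p-value is given. Simulated unchanged groups sharing the WT libraries had mean correlations of 0.617, 0.609 and 0.612, so the observed correlations alone were not above what a shared control gives. Their covariances of 0.0898, 0.0891 and 0.0899 were 8.32%, 7.27% and 9.70% of the observed 1.08, 1.23 and 0.926. With a separate WT library for each member of a pair, which moved the values most, the correlations were 0.39, 0.40 and 0.30.

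Genes specific to 1 knockout were those that also differed from both other knockouts. There were 1776 in Xap5 KO, 2413 in Nono KO and 4429 in Sox5 KO, the same genes by definition as those counted with that knockout as the reference. Most of them, 1266, 1758 and 2909 in turn, were also called against WT in at least 1 other knockout. Specific thus does not mean changed in that line alone. Calling a gene specific when it was called against WT in 1 knockout and not in the other 2 gave 783, 957 and 1987 genes. Of these, 65.1%, 68.4% and 76.5% also differed from both other knockouts.

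The largest common rises were in genes with few or no counts in WT. Mmp3 (ENSMUSG00000043613, chromosome 9) had 0 counts in both WT libraries and was at least 1320-fold higher in Xap5 KO, at least 313-fold higher in Nono KO and at least 903-fold higher in Sox5 KO. Ms4a4d (ENSMUSG00000024678, chromosome 19) was at least 864-fold, at least 336-fold and at least 857-fold higher. Ccdc85a rose on the log2 scale by 7.69, 7.49 and 8.35, Olfml1 by 6.44, 6.00 and 5.83, and Nnmt by 4.84, 5.47 and 5.34 in Xap5 KO, Nono KO and Sox5 KO. The fitted values for Ccdc85a and Olfml1 rest on WT means of 0.0454 and 0.147 CPM. They moved with the WT library left out, for Ccdc85a in Xap5 KO to 11.59 without WT replicate 2, and for Olfml1 in Xap5 KO to 8.01 without WT replicate 1.

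Of the 1015 genes lower in all 3 knockouts, the largest falls by the rule for naming were in Grem1 and in 4 genes of chromosome Y. Grem1 (ENSMUSG00000074934, chromosome 2) stood at 130.7 CPM ± 2.01 in WT (SD, n = 2). It had a log2 fold change of -8.18 in Xap5 KO (SE 0.153, adjusted p = 6.27e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at least 1580-fold lower in Nono KO and at least 1290-fold lower in Sox5 KO. Ddx3y was at least 1310-fold lower in Xap5 KO and at least 997-fold lower in Sox5 KO, with a log2 fold change of -9.19 in Nono KO. Uty was at least 446-fold, at least 416-fold and at least 339-fold lower in Xap5 KO, Nono KO and Sox5 KO, and Eif2s3y at least 412-fold, at least 384-fold and at least 313-fold lower. Kdm5d was at least 400-fold lower in Xap5 KO and at least 304-fold lower in Sox5 KO. In Nono KO it had 0, 4 and 0 counts. The fitted log2 fold change there was -9.70, but these counts lay too near the floor to show an exact fold. All 9 tested genes of chromosome Y were called lower in all 3 knockouts.

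Other large changes were not of such a size in all 3 knockouts. Tfec had 0 counts in both WT libraries and was at least 378-fold higher in Xap5 KO and at least 156-fold higher in Nono KO. In Sox5 KO it had 1, 4 and 0 counts, and its fitted log2 fold change of 4.10 was called (adjusted p = 0.0245, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although these counts lay too near the floor to show a fold. Without replicate 2 of Sox5 KO, the fitted value for Tfec there was 2.54 and was not called. Shroom2 was at least 77.8-fold higher in Xap5 KO and was not called in the other knockouts. In Sox5 KO it had 5, 0 and 0 counts, too near the floor to show a fold. Across the 11 fits that each left out 1 library, its fitted log2 fold change there ran from 0 to 4.67. The main result was not kept in 2 of these fits. Ndn was at least 462-fold lower in Xap5 KO and at least 431-fold lower in Nono KO, against 0.08 on the log2 scale in Sox5 KO, which was not called. Hpse2 and Ptpn20 had 0 counts in every WT, Xap5 KO and Nono KO library and were at least 424-fold and at least 141-fold higher in Sox5 KO.

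Lists of ciliary genes addressed whether the knockouts change the cilium's own components. The primary cilium list had 109 tested members, and its median relative to all genes was -0.04 in Xap5 KO, -0.11 in Nono KO and -0.21 in Sox5 KO. Camera called none of these, with adjusted p = 0.796, 0.392 and 0.118 (Benjamini-Hochberg over the 30 list tests). Fry gave adjusted p = 0.0665, 0.000534 and 3.08e-06 for the same values and so called Nono KO and Sox5 KO. In Xap5 KO, 18 members were higher and 24 lower (17 and 23 adjusted over the list alone), in Nono KO 20 and 31 (20 and 31 adjusted over the list alone), and in Sox5 KO 20 and 49 (20 and 49 adjusted over the list alone). In this list, Xap5 KO and Sox5 KO differed by 0.19. Camera did not call this difference (adjusted p = 0.145, Benjamini-Hochberg over the tests between knockouts). Fry called it (adjusted p = 5.26e-06, the same adjustment). Without WT replicate 2, the median in Xap5 KO was -0.03.

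**Figure D2:**
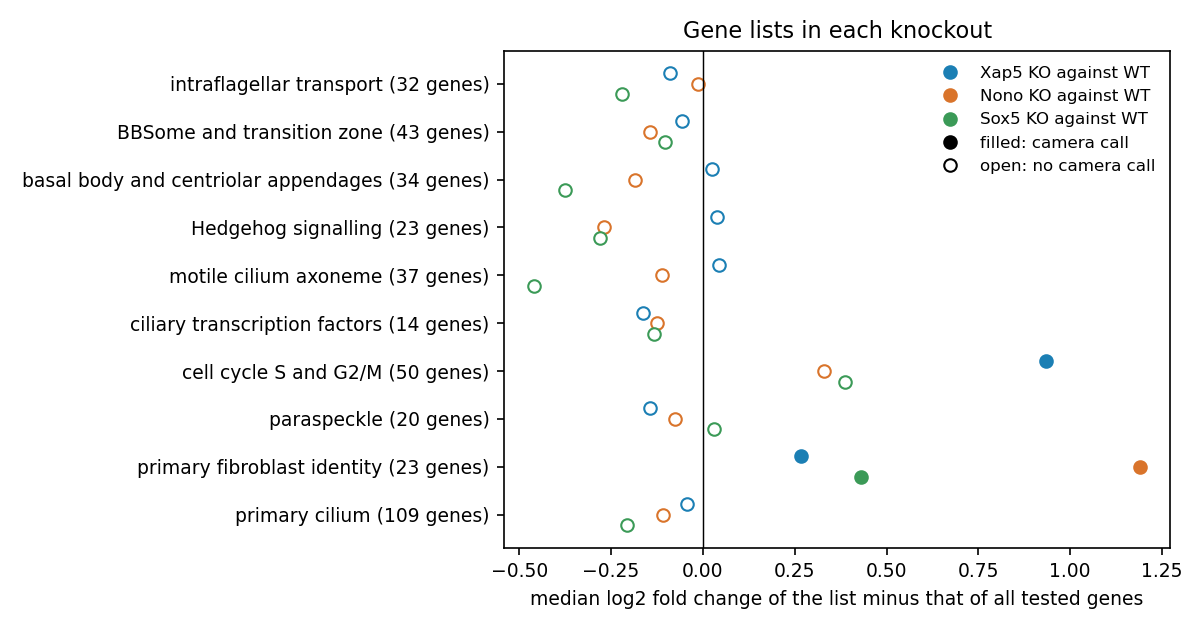
Median log2 fold change of each gene list minus that of all tested genes, for each knockout against WT; the number of tested genes is in brackets and filled points are camera calls at an adjusted p under 0.05. Only the cell cycle list in Xap5 KO (0.94) and the fibroblast list in all 3 knockouts (0.27, 1.19 and 0.43) were called.

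The parts of the cilium and the related lists gave no camera call. Relative medians of intraflagellar transport (32 genes) were -0.09, -0.01 and -0.22 in Xap5 KO, Nono KO and Sox5 KO, with 7 higher and 6 lower, 11 and 6, and 6 and 16 members called (the same numbers adjusted over the list alone). Those of BBSome and transition zone (43 genes) were -0.06, -0.14 and -0.10, with 2 and 9, 3 and 13, and 8 and 15 called (the same adjusted over the list alone). Basal body and centriolar appendages (34 genes) stood at 0.02, -0.18 and -0.37, with 9 and 9, 6 and 12, and 6 and 18 called (the same adjusted over the list alone). Hedgehog signalling (23 genes) stood at 0.04, -0.27 and -0.28, with 6 and 5, 4 and 10, and 4 and 13 called (6 and 5, 4 and 10, and 4 and 14 adjusted over the list alone). The motile cilium list (37 genes) stood at 0.04, -0.11 and -0.46, with 6 and 3, 4 and 4, and 3 and 8 called (4 and 2, 3 and 2, and 1 and 5 adjusted over the list alone). Many of its genes had few counts, and its value in Nono KO was 0.11 with genes of at least 10 counts in every library. Ciliary transcription factors (14 genes) stood at -0.16, -0.13 and -0.13, with 1 and 5, 2 and 4, and 4 and 4 called (1 and 5, 2 and 3, and 4 and 4 adjusted over the list alone). The paraspeckle list (20 genes) stood at -0.14, -0.08 and 0.03, with 5 and 7, 2 and 6, and 7 and 4 called (5 and 8, 2 and 6, and 7 and 4 adjusted over the list alone). The sign of several of these medians rested on single libraries. Across the 11 fits that each left out 1 library, the motile cilium list ran from -0.26 (without WT replicate 2) to 0.07 in Xap5 KO and from -0.11 to 0.10 (without WT replicate 1) in Nono KO, intraflagellar transport in Nono KO from -0.07 to 0.02 (without WT replicate 2), and Hedgehog signalling in Xap5 KO from -0.01 (without WT replicate 2) to 0.06. Intraflagellar transport in Xap5 KO ran from -0.14 (without WT replicate 1) to -0.04 (without Xap5 KO replicate 1), and the basal body list there from 0.0021 (without Xap5 KO replicate 1) to 0.09 (without Xap5 KO replicate 3). In Nono KO the Hedgehog list was at -0.15 and the paraspeckle list at -0.03 without Nono KO replicate 1. In Sox5 KO, BBSome and transition zone was at -0.03 without WT replicate 1, ciliary transcription factors ran from -0.20 (without Sox5 KO replicate 1) to -0.06 (without Sox5 KO replicate 2), and the paraspeckle list from 0.01 (without Sox5 KO replicate 3) to 0.07 (without Sox5 KO replicate 1). Ciliary transcription factors in Xap5 KO ran from -0.18 to -0.02 (without WT replicate 2), and in Sox5 KO the Hedgehog list reached -0.49 without WT replicate 1 and the motile cilium list ran from -0.71 (without Sox5 KO replicate 1) to -0.20 (without WT replicate 1). The adjusted camera p-values of these lists (Benjamini-Hochberg over the 30 list tests) ran from 0.255, for intraflagellar transport in Sox5 KO, to 0.963. Under the offset for length and GC content, basal body and Hedgehog in Sox5 KO shrank to -0.13 and -0.11. Fry, which called both without the offset, called neither (adjusted p = 0.0823 and 0.0535, Benjamini-Hochberg over the 30 list tests). Ciliary transcription factors there shrank to -0.05, intraflagellar transport was at -0.21, BBSome and transition zone at -0.18 and motile cilium at -0.63. Fry still called each of these lists (adjusted p = 0.001045, 4.26e-05, 8.14e-06 and 1.26e-05, the same adjustment).

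Some ciliary genes changed the same way in all 3 knockouts, and values are given for Xap5 KO, Nono KO and Sox5 KO in turn. Wdr19 had log2 fold changes of -0.48, -0.85 and -1.12, and Ttc26 of -0.61, -0.33 and -0.47. The call of Ttc26 in Nono KO was lost without any 1 of the 3 Nono KO replicates and also without replicate 3 of Sox5 KO. Ift46 rose by 0.21, 0.61 and 0.55, and its call in Xap5 KO was lost without replicate 1, at 0.16. Cc2d2a stood at -0.41, -0.55 and -0.90, Rpgrip1l at -0.35, -0.37 and -0.76, Cspp1 at -0.57, -0.61 and -0.28, and Anks6 at -0.25, -1.02 and -0.66. The call of Anks6 in Xap5 KO was lost without replicate 2, at -0.21. Cep97 stood at -0.47, -0.69 and -1.005, Fbf1 at -0.26, -0.37 and -0.49, and Ninl at -0.39, -0.56 and -0.26, while Ehd1 rose by 0.47, 0.39 and 0.83. The call of Ninl in Sox5 KO was lost without replicate 1 at -0.20, and also without replicate 2.

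Among Hedgehog genes, Boc rose by 1.19, 2.46 and 1.35 on the log2 scale, Smo stood at -0.48, -0.64 and -0.27, and Iqce at -0.31, -0.64 and -0.83 in Xap5 KO, Nono KO and Sox5 KO. Without replicate 3 of Xap5 KO, Iqce was at -0.26 there and not called. Cfap46 of the motile cilium list rose by 1.67, 1.86 and 1.62, and Ccdc39 stood at -0.62, -0.65 and -1.37. Sox9 (ENSMUSG00000000567, chromosome 11) stood at 340.8 CPM ± 1.82 in WT (SD, n = 2) and had log2 fold changes of -1.25, -0.81 and -1.68. Rfx3 had log2 fold changes of -0.51, -1.14 and -1.36. Cpsf6 of the paraspeckle list stood at -0.62, -0.50 and -0.24. Under the offset for length and GC content, Cspp1 in Sox5 KO was at 0.01 and not called. Cpsf6 in Sox5 KO was at 0.22 under that offset and called higher, opposite to its main call. Under the chromosome offset, Rpgrip1l in Xap5 KO was at 0.02 and Smo and Cpsf6 in Sox5 KO were at 0.08 and 0.06.

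The cell cycle list (50 genes) served as a readout of how far cells had left the cycle. Its relative median was 0.94 in Xap5 KO (camera adjusted p = 1.54e-09, Benjamini-Hochberg over the 30 list tests), with 38 members higher and 1 lower (39 and 1 adjusted over the list alone). It was 0.33 in Nono KO and 0.39 in Sox5 KO, not called (camera adjusted p = 0.358 and 0.281, Benjamini-Hochberg over the 30 list tests), with 21 higher and 6 lower and with 22 higher and 5 lower (24 and 7, and 22 and 5, adjusted over the list alone). Without replicate 3 of Nono KO, the value there was 0.48 and was called. Without WT replicate 2, the values were 0.17 in Nono KO and 0.24 in Sox5 KO. The list in Xap5 KO also differed from that in Nono KO by 0.57 and from that in Sox5 KO by 0.49 (camera adjusted p = 9.78e-06 and 0.00422, Benjamini-Hochberg over the tests between knockouts). Ube2c rose by 1.51, 1.10 and 1.31, Kif20a by 1.53, 1.16 and 0.96, Ccnb2 by 0.96, 0.79 and 1.89, and Plk1 by 1.36, 0.77 and 1.17 in Xap5 KO, Nono KO and Sox5 KO.

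The fibroblast list (23 tested genes) had relative medians of 0.27, 1.19 and 0.43 in Xap5 KO, Nono KO and Sox5 KO (camera adjusted p = 0.00287, 1.15e-40 and 0.00156, Benjamini-Hochberg over the 30 list tests). In Xap5 KO 11 members were higher and 7 lower (12 and 7 adjusted over the list alone), in Nono KO 19 were higher (19 adjusted over the list alone), and in Sox5 KO 14 were higher and 6 lower (14 and 7 adjusted over the list alone). Tagln rose by 3.78, 4.78 and 4.05 on the log2 scale, Acta2 by 3.50, 3.91 and 4.30, Postn by 2.67, 3.19 and 3.05, and Sparc by 1.48, 2.36 and 1.89. Acta2 stood at 144.3 CPM in WT and at 1635, 2168 and 2840 CPM in the knockouts. Of the 4 camera calls, the cell cycle list in Xap5 KO and the fibroblast list in all 3 knockouts held under fry, and with an estimated correlation only the fibroblast list in Nono KO held.

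Fold changes were also examined by chromosome and by transcript length, as a check of the fit. Chromosome 10 had a median of -0.47 relative to all genes in Xap5 KO, with 86.6% of its 643 genes lower. Chromosome 9 stood at 0.37 in Nono KO, with 79.2% of its 734 genes higher, and chromosome 12 at -0.74 in Sox5 KO, with 87.7% of its 447 genes lower. The SD of the 20 chromosome medians was 0.196 in Xap5 KO, 0.164 in Nono KO and 0.264 in Sox5 KO, against at most 0.0334, 0.0369 and 0.0549 over 1000 random assignments of genes to chromosomes.

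**Figure D3:**
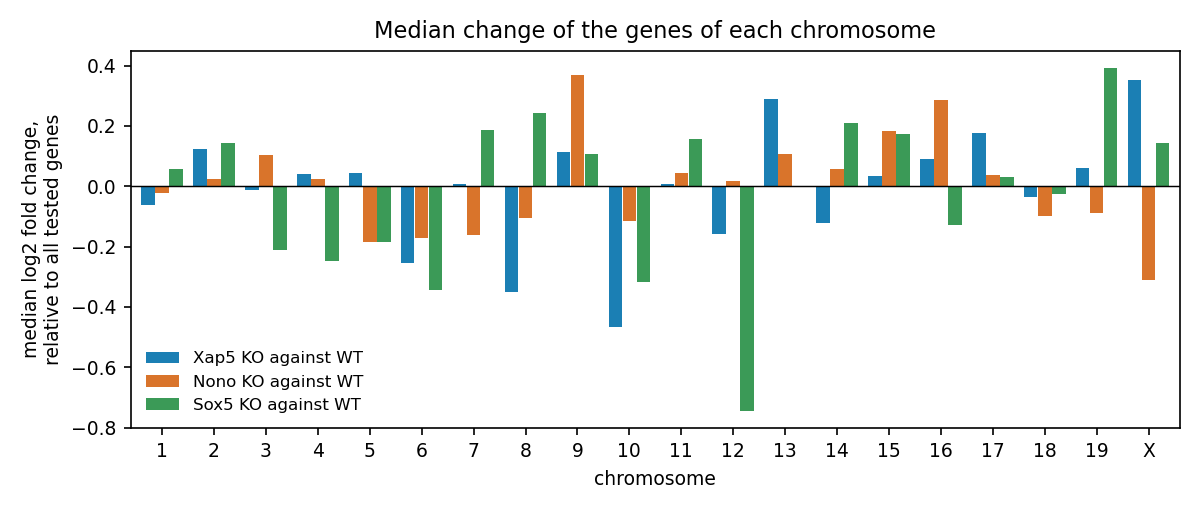
Median log2 fold change of the tested genes of each chromosome (1 to 19 and X) minus the median of all tested genes, for each knockout against WT (bars). The largest shifts are chromosome 10 in Xap5 KO (-0.47), chromosome 9 in Nono KO (0.37) and chromosome 12 in Sox5 KO (-0.74).

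In Sox5 KO, log2 fold change fell with transcript length, with a Spearman correlation of -0.37 across 13293 genes, which are not independent replicates. The same correlation was -0.09 in Xap5 KO and -0.11 in Nono KO. Sorted by length into 10 groups of equal size, the shortest genes, with a median length of 1073 nt, had a median log2 fold change of 0.58 in Sox5 KO, and the longest, with a median length of 8261.5 nt, had -0.57.

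**Figure D4:**
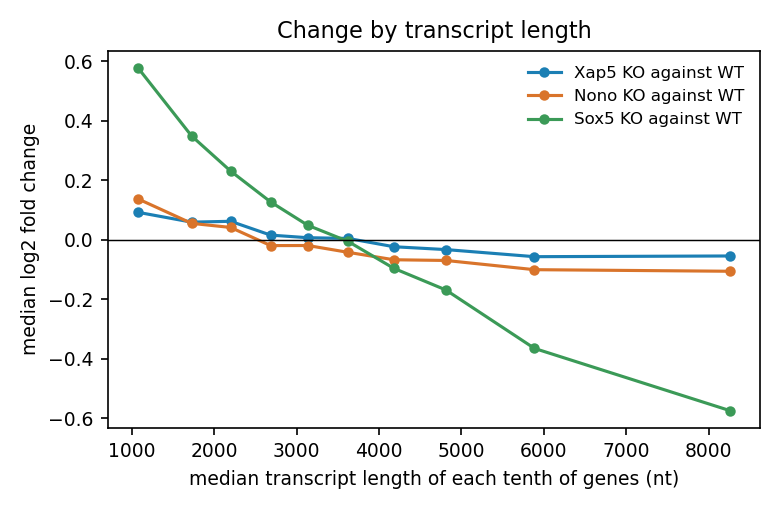
Median log2 fold change against the median transcript length (nt) of genes sorted by length into 10 groups of equal size, for each knockout against WT (lines). In Sox5 KO the median falls from 0.58 to -0.57, and in Xap5 KO and Nono KO it stays between 0.14 and -0.11.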

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

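The tests that removed the median of each chromosome from differences in Fam50a and Sox5 were chosen only after those differences were seen. The other tests of this part were chosen before their own results were seen. Those that used an offset for length and GC content or for chromosome medians rest on alternatives chosen after seeing the data.

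The knockouts differed from each other in about as many genes as from WT, which drew attention because the same contrast with WT gave different effects in different lines. Xap5 KO and Nono KO differed in 7071 genes, Xap5 KO and Sox5 KO in 8209, and Nono KO and Sox5 KO in 8461 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of these pairs, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the other splits gave at most 1 gene. Because 10 splits cannot give a share under 0.1, that share alone excludes nothing. Other values argue against a chance division of the libraries: simulated unchanged groups gave at most 2 called genes in a contrast with WT, and over all 11 libraries 6 of 92400 arrangements gave a mean within-group distance as small as the real one (one-sided exact permutation test, p = 6.49e-05, the smallest the group sizes allow). The difference between targeted genes stays open as a biological explanation. Each genotype was a single label, so an effect of the targeted gene was confounded with any other difference of the line that carried it, and no test here separates them.

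The cell cycle list stood higher in Xap5 KO than in Nono KO by 0.57 and higher than in Sox5 KO by 0.49, by camera tests of the differences themselves. With the trend in transcript length and GC content removed, the differences were 0.57 and 0.54, and with the median of each chromosome removed they were 0.54 and 0.44, all still called by camera. Neither trend thus accounted for the whole difference. Both differences held under fry, with adjusted p = 0.00312 and 0.00771 (Benjamini-Hochberg over the tests between knockouts), and neither held with an estimated correlation, with adjusted p = 0.662 and 0.703. Spread of cell cycle genes between cultures stays open: across the fits that each left out 1 library, the list in Xap5 KO against WT ranged from 0.81 to 1.09. A slower exit from the cycle in Xap5 KO may be a biological explanation, as a hypothesis only, since the cultures' density was not analysed here and since the differences of 0.57 and 0.44 after correction were found and tested on the same libraries.

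The fibroblast list stood lower in Xap5 KO than in Nono KO, with a difference of -0.76, and higher in Nono KO than in Sox5 KO, with 0.75. With the trend in length and GC content removed, these were -0.83 and 0.69, and with chromosome medians removed, -0.81 and 0.61, all called by camera. Both differences also held under fry and with an estimated correlation (adjusted p = 0.00126 and 0.00922, Benjamini-Hochberg over the tests between knockouts). The difference between targeted genes and other differences between the lines stay open, and no test separated them.

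Fam50a differed between Nono KO and Sox5 KO by -1.20 on the log2 scale (SE 0.0738, adjusted p = 9.54e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its 40 nearest tested genes on chromosome X had a median difference of -0.62. With chromosome medians removed, the difference was -0.69 (adjusted p = 6.66e-08, the same edgeR test with Benjamini-Hochberg adjustment), so a shift of the whole chromosome X accounted for part of it and not for all. The length and GC trend was not removed from this difference, so its share in the remainder stays open. In Nono KO against WT, where the main value was -0.42, the value with chromosome medians removed was -0.04. The lower Fam50a RNA in Nono KO may thus come with the chromosome and not from the loss of Nono.

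Sox5 differed between Xap5 KO and Nono KO by 0.82 and between Nono KO and Sox5 KO by -0.79. With chromosome medians removed, these were 0.88 and -0.93 (adjusted p = 3.15e-06 and 9.07e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the length and GC trend removed, the difference between Nono KO and Sox5 KO was -1.24 (adjusted p = 1.12e-08, the same edgeR test with Benjamini-Hochberg adjustment). Neither a shift of chromosome 6 nor the length trend thus accounted for Sox5 being lowest in Nono KO. Reads of the antisense gene that overlaps Sox5 stay open, as strand handling was not stated, and so does the difference between the targeted genes. In Sox5 KO itself, RNA that persists from an edited allele would be counted, and its sequence was not analysed here.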

How the results depend on the processing

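Alternatives chosen after seeing the data were the offset for transcript length and GC content, the offset for chromosome medians, the fit without genes of chromosome Y and the mitochondrial genome, and each knockout as the reference. For the changes given here the cause was not tested unless the alternative itself shows it. Leaving out a WT library left 1, so those fits gave fold changes and no calls.

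Counts of called genes stayed within 1.5 times the main count under DESeq2, DESeq2 size factors, upper quartile scaling, both filters, thinned counts, an adjusted p under 0.01, library totals only, fits of only the groups compared and both offsets. A log2 fold change of at least 1 asks for larger changes and left 756 higher and 614 lower genes in Xap5 KO, 867 and 624 in Nono KO, and 1106 and 1183 in Sox5 KO. It left 254 common higher and 130 common lower genes, 265, 381 and 699 specific genes, and 1474, 1995 and 2269 genes between Xap5 KO and Nono KO, Xap5 KO and Sox5 KO, and Nono KO and Sox5 KO. Calling genes specific by absence of a call in the other knockouts gave 783, 957 and 1987. With Sox5 KO as the reference, 2193 genes were higher and 2236 lower in all 3 other lines. Of the remaining settings, an adjusted p under 0.01 gave the lowest number of common lower genes, 692, and of genes specific to Xap5 KO, 1190. Scaling by library totals only gave the most common lower genes, 1522, and the fewest common higher genes, 777; it also moved the share of called genes that were higher from 48.4% to 30.2% in Nono KO and from 51.1% to 64.3% between Xap5 KO and Nono KO. Across fits that left out 1 knockout library, counts stayed within 1.5 times too.

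Correlations are listed for Xap5 KO with Nono KO, Xap5 KO with Sox5 KO and Nono KO with Sox5 KO. These settings moved them by more than the spread between replicates: 0.59, 0.59 and 0.53 without a filter; 0.54, 0.52 and 0.47 with at least 10 counts in every sample; 0.66, 0.62 and 0.52 with only the groups compared. They were 0.63, 0.54 and 0.45 with genes of at least 10 CPM, 0.45, 0.45 and 0.39 by Spearman, 0.39, 0.40 and 0.30 with separate WT libraries, and 0.55, 0.55 and 0.43 without chromosome Y and the mitochondrial genome. Under DESeq2 the first was 0.58, under the chromosome offset the other two were 0.57 and 0.45, and under library totals only the last was 0.45. Across fits that left out 1 library they ran from 0.53 to 0.65, from 0.54 to 0.65 and from 0.42 to 0.56. The highest came without WT replicate 1.

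The similarity ratio was 1.76 with a prior count of 0.5 and 2.79 with the most variable genes.

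Of the targeted genes, Nono in Sox5 KO was at 0.13 under the length and GC offset and no longer called. Under the chromosome offset, Fam50a in Nono KO was at -0.038, no longer called, and Nono in Xap5 KO was reversed at -0.055; the offset removes the shift of chromosome X that both genes share. Leaving out any 1 library changed no call or direction of the 9 targeted values. Among the other named genes, Ndn in Sox5 KO was reversed at -0.037 under library totals only and at -0.11 under the chromosome offset, and Sfpq in Nono KO at -0.069 under library totals only. The length and GC offset reversed Cspp1 (0.0058), Cpsf6 (0.22) and Pspc1 (0.035) in Sox5 KO. Of these, only Cpsf6 was called under the offset, as higher, where the main fit called it lower (-0.24). The chromosome offset reversed Rpgrip1l in Xap5 KO (0.019) and Smo (0.079) and Cpsf6 (0.058) in Sox5 KO. Over all settings other than leaving out a library, 1456 of 1484 values of named genes kept their direction and their side of the threshold, 17 lost their call, 2 gained one and 9 were reversed. Over fits that left out 1 library, 1369 of 1408 were counted as the same, 11 lost their call and 3 gained one. The other 25 moved by more than the spread between replicates where no call could be made. In those fits, without a WT library, the same means only a move smaller than that spread.

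Among the lists, camera with an estimated correlation no longer called the cell cycle list in Xap5 KO (0.94) or the fibroblast list in Xap5 KO (0.27) and Sox5 KO (0.43), whose medians it leaves as they are. Without a filter, the fibroblast list in Xap5 KO (0.26) was no longer called, and the cell cycle (0.38) and primary cilium (-0.21) lists in Sox5 KO were. With at least 10 counts in every sample, the motile cilium list in Nono KO was reversed at 0.11, on fewer genes. The length and GC offset reversed intraflagellar transport in Nono KO (0.011). The chromosome offset reversed Hedgehog signalling in Xap5 KO (-0.00304), primary cilium in Xap5 KO (0.000832) and paraspeckle in Nono KO (0.00931), all near 0.

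Fry, which tests a list against no change and not against other genes, also called lists in Xap5 KO: BBSome and transition zone (-0.058), ciliary transcription factors (-0.16) and paraspeckle (-0.14). In Nono KO it called BBSome and transition zone (-0.14), basal body (-0.18), Hedgehog (-0.27), ciliary transcription factors (-0.13) and primary cilium (-0.11). In Sox5 KO it called intraflagellar transport (-0.22), BBSome and transition zone (-0.10), basal body (-0.37), Hedgehog (-0.28), motile cilium (-0.46), ciliary transcription factors (-0.13) and primary cilium (-0.21). Under the length and GC offset, fry no longer called basal body (-0.13) and Hedgehog (-0.11) in Sox5 KO or Hedgehog (-0.18) and ciliary transcription factors (-0.088) in Nono KO, and it called the paraspeckle list in Sox5 KO (0.16). Under the chromosome offset it no longer called Hedgehog in Nono KO (-0.18).

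Across fits that left out 1 library, lists in Xap5 KO ran from -0.00745 to 0.057 (Hedgehog), from -0.26 to 0.075 (motile cilium) and from -0.18 to -0.018 (ciliary transcription factors). In Nono KO they ran from -0.071 to 0.019 (intraflagellar transport), from -0.20 to -0.10 (BBSome and transition zone), from -0.11 to 0.10 (motile cilium), from -0.32 to -0.15 (Hedgehog), from -0.09 to -0.03 (paraspeckle) and from 0.17 to 0.48 (cell cycle, called without Nono KO replicate 3). In Sox5 KO they ran from -0.29 to -0.20 (intraflagellar transport), from -0.15 to -0.03 (BBSome and transition zone), from -0.20 to -0.06 (ciliary transcription factors), from -0.49 to -0.27 (Hedgehog) and from -0.71 to -0.20 (motile cilium). No other list call changed in these fits.

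The labels number the replicates, but same-numbered libraries shared only a number, as the correlations of their deviations ran from -0.02 to 0.05 over 15 pairs. With the replicate number as a replicate block, 3012 genes were higher and 2904 lower in Xap5 KO, 3070 and 3270 in Nono KO, and 3997 and 3914 in Sox5 KO. The correlation of Nono KO with Sox5 KO was 0.45, the motile cilium list in Xap5 KO was reversed at -0.12, and the fibroblast list in Xap5 KO, at 0.28, was not called. The replicate block changed no other call of a list or targeted gene.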

Other observations

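The tests with each knockout as the reference, of X-linked homologues, of long segments of chromosomes, of the neighbours of Sox5, of exchanged labels, of Sox5 in Xap5 KO against Sox5 KO and of the length trend among single libraries were chosen only after the result they bear on was seen.

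Genes changed the same way in all 3 knockouts numbered 2126 with WT as the reference. With a knockout line as the reference, the number that differed the same way from all 3 other lines had a median of 2413 over the 3 lines, and 2 of the 3 lines gave at least as many as WT, while Xap5 KO gave 1776. These counts are those of the genes specific to each knockout, read with that line as the reference. The WT reference had 2 libraries and the knockout references had 3. With 1 library of the reference left out, so that it also had 2, the counts ran from 1527 to 1748 for Xap5 KO, from 2183 to 2254 for Nono KO and from 4013 to 4244 for Sox5 KO. A set at least as large thus also arose with Nono KO and with Sox5 KO as the reference, and a smaller one with Xap5 KO. Chance values of the 2 shared WT libraries alone gave no set of this size, as simulated groups without a changed gene gave at most 1 common gene. That simulation cannot say how many common genes such values add to the real set. With 45.5% to 60.9% of genes called, the adjustment admits larger p-values than it does where no gene is changed. A candidate explanation is that each culture, WT included, carries its own differences from the others, so that a set common to the 3 knockouts contains whatever sets the WT culture apart. An effect shared by loss of the 3 genes stays open as a biological explanation for part of the set, and the design holds no second WT line that would separate them.

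Genes of chromosome Y were read in WT and hardly at all in the knockouts. Their sum was 202.4 CPM ± 3.25 in WT (SD, n = 2), 0 in Xap5 KO, 0.238 ± 0.173 in Nono KO and 0.0226 ± 0.0391 in Sox5 KO (SD, n = 3 each). Reads of X-linked homologues assigned to the Y genes were excluded as the source, because the highest ratio of a Y gene to its homologue in a knockout was 0.000612 with each homologue at 0.612 of its WT level or more. In WT these ratios were 0.274 for Ddx3y, 0.257 for Kdm5d, 0.172 for Eif2s3y and 0.796 for Uty, with a median of 0.266. That median lay between the cutoffs chosen for this test. A ratio under the lower cutoff was to favour a minority of other male cells in the WT culture. A ratio over the higher cutoff was to speak against that minority. The cutoffs were set by hand and not predicted from a model. A mixed WT culture and a WT line that carries the chromosome throughout thus cannot be told apart. The knockout lines may have lost the chromosome or may come from cells without it, and single cells or DNA would be needed to say which. Nothing in the groups gives a biological reason, and no biological explanation was tested.

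Outside chromosome Y, genes on in WT (at least 5 CPM) and at 3 or fewer counts in all 9 knockout libraries numbered 0. Genes on in 1 knockout line alone numbered 0 in Xap5 KO, 0 in Nono KO and 3 in Sox5 KO. In the other direction, genes off in 1 line and on in the other 3 numbered 2 in WT, 0 in Xap5 KO, 0 in Nono KO and 4 in Sox5 KO, so that both directions came to 2 in WT and 7 in Sox5 KO. If the 3 knockout lines came from 1 subclone that differed from the WT culture, WT as the odd line would be expected to have more such genes than any knockout line. The counts were too few to decide, so a common subclone and separate origins cannot be told apart.

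Log2 fold changes shifted by chromosome. Gene length bias was excluded as the whole account, since with the length and GC trend removed the smallest SD of the 20 chromosome medians was 0.163. So were a few strongly changed genes, since without genes changed at least 2-fold the smallest SD was 0.143. Both lay above all of 1000 random assignments of genes to chromosomes. On the chromosome with the largest shift in each knockout, genes were split by position into 4 parts of equal size. The part that shifted least stood at -0.41 on chromosome 10 in Xap5 KO, at 0.30 on chromosome 9 in Nono KO and at -0.66 on chromosome 12 in Sox5 KO, against -0.47, 0.37 and -0.74 for the whole chromosomes. Genes 20 to 40 places apart also correlated within chromosomes, by 0.00354 in Xap5 KO, 0.0124 in Nono KO and 0.00756 in Sox5 KO, which 6, 0 and 0 of 1000 shuffles of gene order reached. The criterion first set, more than every shuffle in all 3 knockouts, was not met in Xap5 KO, and the values are therefore read for each knockout alone. A candidate explanation is a difference in the number of copies of whole chromosomes and, to a smaller extent, of segments between the cultures. DNA was not analysed here, and no biological explanation was tested. Of the 6064, 6476 and 8121 genes called in Xap5 KO, Nono KO and Sox5 KO, 4467, 5251 and 6593 were called in the same direction with chromosome medians removed.

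Sox5 was lower in all 3 knockouts. The 40 tested genes nearest to it on chromosome 6 had medians of -0.25 in Xap5 KO, -0.09 in Nono KO and 0.03 in Sox5 KO, so a copy number difference of that region would explain at most a small part. Mislabelled Xap5 KO or Nono KO libraries were excluded, because these libraries had group means of at most 12.1% of the WT level of the gene their label names. An exchange of the WT and Sox5 KO labels cannot be told apart from correct labels, since both groups had Fam50a and Nono, and the 28.1% of Sox5 RNA in Sox5 KO does not decide, as RNA of an edited allele can persist. A regulation of Sox5 RNA by Xap5 and Nono may be a biological explanation. The difference in Sox5 RNA between Xap5 KO and Sox5 KO was 0.03 and not called (adjusted p = 0.852, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was -0.05 with chromosome medians removed (adjusted p = 0.719) and -0.39 with the length and GC trend removed (adjusted p = 0.00544, the same edgeR test with Benjamini-Hochberg adjustment), so the similar loss in these lines held only without the correction for length. A higher level of Sox5 RNA in this WT culture than in the cells from which the knockouts came is an open alternative that was not tested.

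Log2 fold change fell with transcript length in Sox5 KO. Chance differences among the 11 libraries were excluded, since Spearman's correlations of log2 CPM with length within single libraries, across genes, ran from 0.147 to 0.170 in the 3 Sox5 KO libraries and from 0.253 to 0.283 in the 8 others. A lower depth was excluded, since the correlation was -0.38 with all libraries thinned to the smallest total. At a given gene span and GC content, the partial correlation with transcript length was -0.27, and that with span at a given transcript length was -0.06. This is consistent with an effect of library making or RNA quality on long transcripts, which is confounded with the group because all 3 Sox5 KO libraries share it. An effect of losing Sox5 stays open. With the length and GC trend removed, 6184 of the 8121 genes called in Sox5 KO were called in the same direction.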
